A study of Homo sapiens with 6 samples.

How the data were processed

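Transcript levels were measured by RNA sequencing in human mesenchymal stem cells from bone marrow, the stromal cells that can form cartilage, bone and fat. Per the labels' protocols, the cells were cultured for 21 days in medium with serum, β-glycerophosphate and ascorbic acid, in the presence of an inorganic nanomaterial at 100 µg/mL, total RNA was extracted, and libraries were made by Illumina protocols. The 6 libraries belong to 3 groups of 2, named by their material as in the labels: nHA, WH and SiO2. The labels do not spell the names out. The labels also mention cultures without nanomaterial and cultures with a further material, nSi. Those were not analysed here, so each material is compared with another material and no value has an untreated background.

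The deposited values are RPKM, reads scaled by the length of the gene and by the total reads of the library, in 1 table with a column per library. The unit was taken from the name and the values of the table. The aligner, the read counter, the genome build and the annotation are not stated in the labels or the header. Each of the 11747 genes is listed with a symbol and an NCBI gene number, and each reaches an RPKM of 1 in 2 or more libraries, so the table had already been filtered at this level. No coordinates are given because no build is stated.

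The deposited RPKM values are steps of single reads, so the library totals, the gene lengths and the reads per gene could be solved from them. Whole reads were found for 100% of genes in all 6 libraries. In simulated tables of 11747 genes with known reads, every library total was recovered, 99.1% of genes came back with exact reads, and 0.860% came back with reads divided by a common factor. The totals ranged from 13820313 to 22075172 reads, with a median of 373 reads per gene. Of the 11709 genes with a coding transcript in GENCODE release 29, 78.2% had a solved length within 10% of the merged coding length and 0.530% within 10% of the merged exon length. The RPKM values therefore divide by a length close to the coding sequence. A constant length cancels in a ratio of RPKM values of 1 gene between libraries but not between genes. With 1 added to the RPKM, as in the tests below, it does not cancel fully for low genes.

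Values were tested as log2(RPKM + 1) with limma (version 3.58.1, R 4.3.3). A linear model with 1 mean per material was fitted to all 6 libraries, the 3 contrasts WH vs nHA, SiO2 vs nHA and WH vs SiO2 were taken, and variances were moderated with a mean-variance trend (3 residual and 4.92 prior degrees of freedom). A moderated F-test asked whether any material differed. P-values were adjusted by the Benjamini-Hochberg method over the 11747 genes of a contrast, with a threshold of 0.05. Fold changes are on the log2(RPKM + 1) scale, which understates the change of low genes. The planned filter, an RPKM of at least 1 in 2 or more libraries, removed 0 genes. In 20 simulations per pair in which reads of the 11747 genes varied by counting error alone, the median SD of a gene within a pair was 0.044 log2 units for nHA, 0.039 for WH and 0.046 for SiO2, against observed values of 0.089, 0.093 and 0.14. No library pair was a duplicate: the chi-square per degree of freedom between the reads of a replicate pair was 7.81 in nHA, 11.4 in WH and 43.9 in SiO2.

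Genes named in the text follow a rule. For each contrast these are the 3 genes with the highest and the 3 with the lowest log2 fold change among genes past the threshold with a mean RPKM of at least 2 and no overlap between the libraries of the groups. Where no gene passed, the 3 with the smallest p are given. Members of a list of 47 cartilage and bone genes (the endochondral list) that passed over all genes or over the list alone are named too, together with SOX9, ACAN, COL2A1, COL10A1, RUNX2, ALPL, SPP1, COL1A1 and COMP whatever their result. Other named genes were chosen after their values were seen. Adjustment over the list alone covered the listed genes and the 3 contrasts together.

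Of 15 gene sets written from general knowledge, 13 had at least 4 listed genes. These were chondrogenic, hypertrophic cartilage, osteogenic, cell cycle, interferon response, inflammatory cytokines, metallothionein, cholesterol synthesis, lysosome, mineral and phosphate handling, hypoxia and glycolysis, amino acid stress and mesenchymal stromal surface genes. The adipogenic set (2 listed genes) and the blood lineage surface set (1 listed gene) were too small to test. Sets were tested with camera at a preset inter-gene correlation of 0.01, beside fry and camera with an estimated correlation, adjusted over the 39 pairs of set and contrast. A further 4 lists (heat shock, endoplasmic reticulum chaperone, contractile and myeloid genes) were chosen after the data were seen. The groups, the tests, the rule for named genes, the 15 sets and most alternatives were fixed before the data were examined.

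The similarity of libraries was the mean Euclidean distance between groups divided by that within groups, with an exact one-sided permutation test over the 15 ways to part 6 libraries in 3 pairs. The correlation between contrasts that share a group was set beside 1000 simulations of unchanged groups. The alternatives were other pseudocounts (0.1 and 0.5), a mean RPKM of at least 5, no filter, other scalings (to a common sum, median-ratio, quantile), moderation without trend or robust, the replicate number as a block, a fit of the compared groups only, an added minimum log2 fold change of 1, and leaving out each library. limma voom on the recovered reads, and removal of each library's trend on coding length and GC content with splines, were added after the data were seen. The trend could be removed for 99.7% of genes.

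The tests were checked on simulated libraries of 11747 genes with 200 genes changed by a log2 fold change of 1.5. The model of all 6 libraries called 192 of these, all in the right direction, and 9 of 11532 unchanged genes. Of 2 sets of 15 genes, camera gave the shifted set a p of 3.59e-23 and the unchanged set a p of 0.401. The simulated noise was drawn for each gene independently. These sets therefore cannot show how often camera wrongly calls sets of genes that vary together. Tables and plots were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.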

Results

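RNA levels of bone marrow mesenchymal stem cells were compared after 21 days with 1 of 3 nanomaterials, with 2 libraries per material. The series title names endochondral differentiation, the route by which cartilage is replaced by bone, as its subject. The library totals solved from the RPKM values were 16055911 and 15325039 reads for nHA, 22075172 and 18073700 for WH, and 16677426 and 13820313 for SiO2 (replicates 1 and 2). The 10 genes with the most reads took between 19.3% and 22.9% of the reads of a library. The stromal surface genes THY1, NT5E, ENG, CD44, ALCAM and ITGB1 were listed in every library, with ENG between 132 and 214 RPKM. Of 6 blood lineage surface genes only CD14 was listed, at 1.88 to 5.53 RPKM.

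The first question was whether libraries of one material resembled each other more than libraries of other materials. The Euclidean distance over all genes was 26.3 within the nHA pair, 25.1 within the WH pair and 45.3 within the SiO2 pair. The mean distance was 31.9 between nHA and WH libraries and 64.1 between SiO2 and the other libraries. The between-group mean was 1.65 times the within-group mean, and the labelled grouping had the highest ratio of the 15 possible groupings (exact one-sided permutation p 0.0667). This is the smallest p the design allows, so the test cannot pass 0.05. Taking 1 minus Spearman correlation as the distance gave a ratio of 2.67. That distance is on another scale than the Euclidean one, so 2.67 and 1.65 cannot be compared in size. The median SD of a gene within a pair was 0.089 log2 units in nHA, 0.093 in WH and 0.14 in SiO2, so the SiO2 pair carried the widest spread.

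**Figure D1:**
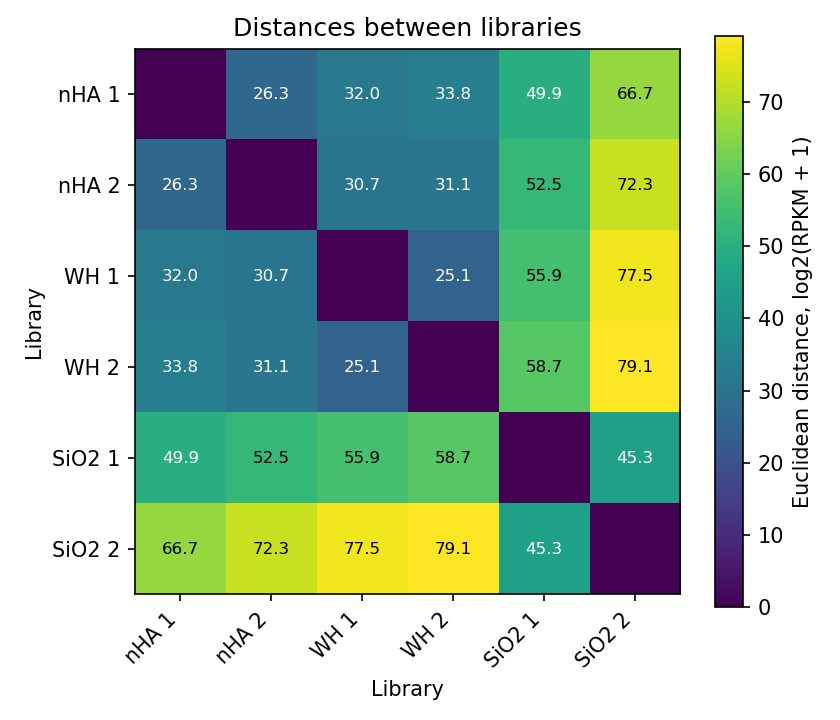
Euclidean distance between each pair of the 6 libraries on the log2(RPKM + 1) scale, with the library on both axes and the distance as colour and number. Distances within nHA (26.3) and WH (25.1) are below that within SiO2 (45.3), and the SiO2 libraries lie farthest from the others.

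At an adjusted p of 0.05 in limma, 2087 of 11747 genes differed among the 3 materials. SiO2 differed from nHA in 1577 genes, of which 599 were higher and 978 lower in SiO2. WH differed from SiO2 in 2813 genes, of which 1843 were higher and 970 lower in WH. No gene passed between WH and nHA, where the smallest adjusted p was 0.146 and 1115 genes (9.49%) had an unadjusted p under 0.05. The count between WH and nHA moved most of all alternatives when the 2 SiO2 libraries were left out of the model, which gave 218 genes (163 higher and 55 lower in WH). The same kind of model with only the compared groups gave 849 genes between SiO2 and nHA and 2045 between WH and SiO2. The split of calls depended on scaling: under quantile normalization 796 genes were higher and 811 lower in SiO2 than in nHA, and 1417 were higher and 1613 lower in WH than in SiO2. Without a test, the mean log2 difference was at least 1 for 28 genes between WH and nHA, 549 between SiO2 and nHA and 764 between WH and SiO2. Leaving out SiO2 replicate 1 raised the count between SiO2 and nHA to 856.

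Contrasts that share a group are correlated by construction. Across genes, which are not independent replicates, the log2 fold changes of WH vs nHA and SiO2 vs nHA had a correlation of -0.085, while unchanged groups sharing the nHA libraries gave a median of 0.364 (0.333 to 0.399 over 1000 simulations). The observed value was 0.093 without nHA replicate 1 and 0.040 without SiO2 replicate 2, so its sign rests on single libraries. With SiO2 as the shared group, the correlation of nHA and WH differences was 0.913, against a simulated median of 0.756 (0.745 to 0.770).

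Among genes past the threshold, ACAN (gene 176), OMD (gene 4958) and COL15A1 (gene 1306) had the highest fold changes of SiO2 over nHA. ACAN, the aggrecan gene, was at 0.213 ± 0.0820 RPKM in nHA, 0.423 ± 0.134 in WH and 7.64 ± 1.75 in SiO2 (SD, n = 2 each). Its log2 fold change of SiO2 over nHA was 2.82 (SE 0.21, limma adjusted p 0.000511), and 4.64 with a pseudocount of 0.1. OMD had a log2 fold change of 2.21 (SE 0.17, limma adjusted p 0.000535) and COL15A1 one of 2.12 (SE 0.25, limma adjusted p 0.00252). The lowest fold changes belonged to IL1B (gene 3553), CXCL8 (gene 3576) and CXCL6 (gene 6372). IL1B was at 391 ± 80.3 RPKM in nHA, 336 ± 139 in WH and 0.652 ± 0.543 in SiO2 (SD, n = 2 each). Its log2 fold change was -7.92 (SE 0.31, limma adjusted p 4.38e-05), and its SiO2 value rests on 14 and 3 reads. CXCL8 had a log2 fold change of -7.61 (SE 0.67, limma adjusted p 0.000919) and CXCL6 one of -6.07 (SE 0.33, limma adjusted p 0.000203). The SiO2 value of CXCL6 rests on 5 and 0 reads, so its fold change depends on the pseudocount and was -8.19 with a pseudocount of 0.1.

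For WH over SiO2 the highest fold changes were those of the same cytokine genes, with log2 values of 8.04 for CXCL8, 7.65 for IL1B and 6.60 for CXCL6. The lowest were those of ACAN (-2.59), TM4SF20 (gene 79853, -2.38) and MMP11 (gene 4320, -2.28). TM4SF20 was low in all groups, with 8 to 100 reads per library. Between WH and nHA the smallest p belonged to SNN (gene 8303, log2 fold change 1.07), IGF2 (gene 3481, 1.05) and MMP11 (-1.41), each with a limma adjusted p of 0.146, which did not pass. In the model without the SiO2 libraries each of these 3 genes passed (adjusted p 0.00742).

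The endochondral list addressed the subject of the series title. Of its 47 genes, 26 were listed. COL2A1, the main collagen gene of cartilage, was not among the listed genes and was not analysed here. Over all genes tested, 10 list genes passed between SiO2 and nHA and 14 between WH and SiO2, against 0 between WH and nHA. Adjusted over the list alone, the counts were 12, 15 and 4. In at least 1 contrast, 14 genes passed over all genes and 15 adjusted over the list alone.

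Several cartilage matrix genes were higher in SiO2 than in nHA. COMP rose from 512 ± 24.9 RPKM in nHA to 1032 ± 146 in SiO2 (SD, n = 2 each), a log2 fold change of 1.00 (limma adjusted p 0.00386). The log2 fold changes of MATN3, COL11A1 and HAPLN1 were 1.52, 1.45 and 0.95, each past the threshold. Other genes of the list were lower in SiO2. SPP1, which encodes osteopontin, fell from 43.2 ± 1.84 RPKM in nHA to 6.25 ± 2.10 in SiO2 (SD, n = 2 each), a log2 fold change of -2.64 (limma adjusted p 0.000475). MMP13, BMP2 and VEGFA had log2 fold changes of -2.63, -2.33 and -2.02, each past the threshold. Not all genes of the list followed these directions. SOX9 and COL10A1 differed between SiO2 and nHA by -0.42 and 0.74, which passed over the list alone but not over all genes. The COL10A1 difference was 0.33 without SiO2 replicate 2 and 1.15 without SiO2 replicate 1. RUNX2, ALPL and COL1A1 passed in no contrast, with limma adjusted p of 0.296, 0.194 and 0.336 for SiO2 vs nHA.

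**Figure D2:**
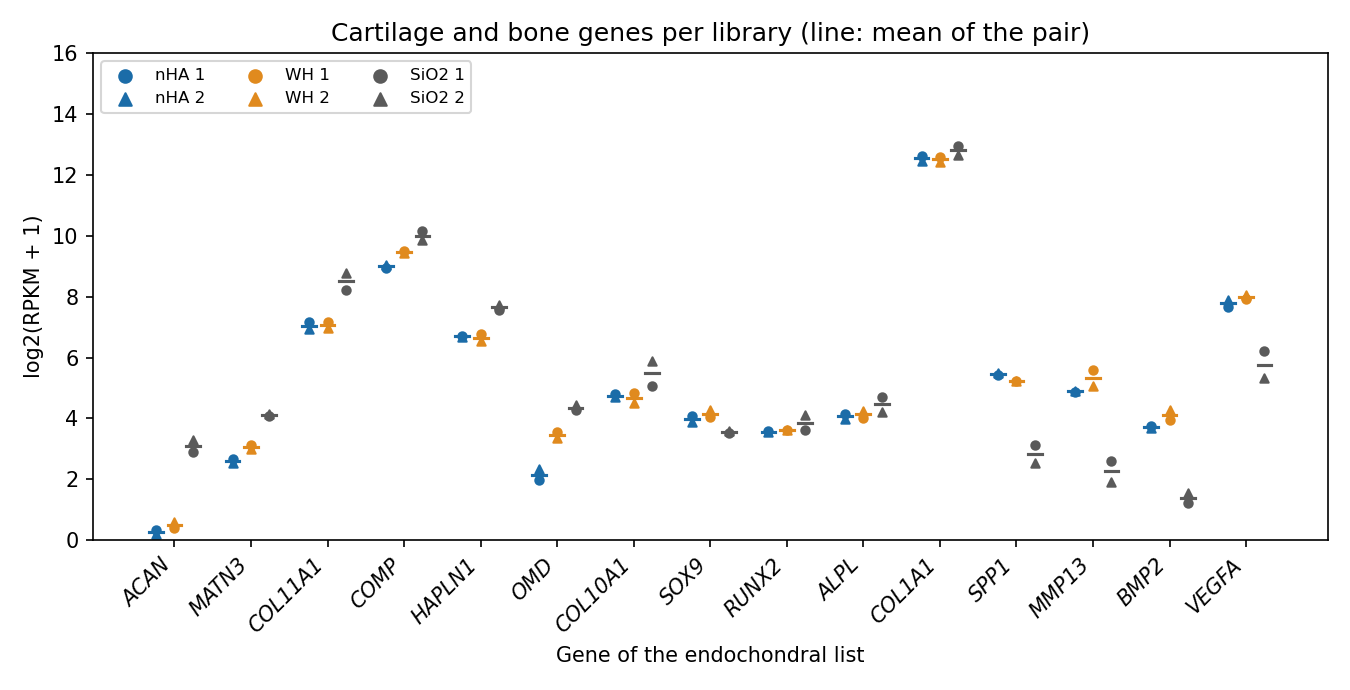
Level of 15 genes of the endochondral list on the log2(RPKM + 1) scale (vertical axis) by gene (horizontal axis), with a point per library and a line at the mean of each pair. ACAN rises from 0.213 RPKM in nHA to 7.64 in SiO2, and SPP1 falls from 43.2 to 6.25, while COL1A1 passes the threshold in no contrast.

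Between WH and SiO2, SPP1, MMP13, BMP2 and VEGFA were higher in WH by 2.39, 3.08, 2.72 and 2.23 log2 units, and SOX9 and RUNX3 by 0.61 and 0.59. COMP, CYTL1, COL10A1, MATN3, COL11A1, HAPLN1, OMD and ACAN were lower in WH. COL10A1 was close to the threshold (log2 fold change -0.82, limma adjusted p 0.0464) and no longer passed with a pseudocount of 0.1 or with the length and GC trend removed. Its log2 fold change was -0.41 without SiO2 replicate 2 and -1.24 without SiO2 replicate 1. COMP (limma adjusted p 0.0249) and RUNX3 (0.0292) no longer passed under quantile normalization, and CYTL1 no longer passed with voom. ENPP1 (log2 fold change -0.49) passed over the list alone. It passed over all genes too with median-ratio scaling, quantile normalization, voom or the length and GC trend removed. Between WH and nHA, OMD (1.32), COMP (0.47) and MATN3 (0.47) were higher and CYTL1 (-0.49) lower in WH, each past the threshold over the list alone and not over all genes. Their limma p before adjustment were 4.96e-05, 0.00804, 0.00829 and 0.00739. The list adjustment took the 3 contrasts together, so the small p of the SiO2 contrasts eased the threshold for WH vs nHA. An adjustment within WH vs nHA alone was not run.

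Of the 39 pairs of gene set and contrast, 21 passed with camera at a preset correlation of 0.01. Of these, 10 also passed with fry and 0 with camera and an estimated correlation. The inflammatory cytokine set had the widest difference: all 16 genes were lower in SiO2 than in nHA, with a median log2 fold change of -3.63 (camera adjusted p 5.44e-19, fry adjusted p 0.0128). In 2 of these genes both SiO2 libraries held 3 reads or fewer; with those genes set to 3 reads, the median was the same to 2 decimals. Between WH and nHA the set did not pass (median 0.19), and its median was -0.05 without nHA replicate 1 and 0.32 without nHA replicate 2. CXCL1, CXCL2 and CXCL3 are similar in sequence, so reads may be shared among them. The listed part of the chondrogenic set, 8 of its 20 genes, was higher in SiO2 than in nHA (median 0.98, 6 of 8 genes, camera adjusted p 0.000421, fry adjusted p 0.00772). The 2 lower genes were SOX9 and SOX6. The hypoxia and glycolysis set was lower in SiO2 than in nHA (median -0.54, 15 of 15 genes, camera adjusted p 8.01e-06, fry adjusted p 0.0128) and higher in WH than in nHA (median 0.37, 15 of 15 genes, camera adjusted p 0.000145, fry adjusted p 0.0456). For WH vs nHA the fry p before adjustment was 0.0152. It passed in an adjustment over all 39 pairs, which the small p of the SiO2 contrasts eased, so the fry result there is weak. The metallothionein set was lower in SiO2 than in nHA (median -0.75, 5 of 5 genes, camera adjusted p 0.00383, fry adjusted p 0.0332), and the mineral and phosphate handling set was lower too (median -0.49, 5 of 8 genes, camera adjusted p 0.0405, fry adjusted p 0.00898), with a median of -0.30 without SiO2 replicate 1. Between WH and SiO2 the chondrogenic, inflammatory cytokine, metallothionein and hypoxia and glycolysis sets passed with both tests, with medians of -0.77, 3.94, 0.67 and 0.95. With the genes at 3 reads or fewer set to 3 reads, the inflammatory median was 3.79.

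Some sets passed with camera alone. Between WH and SiO2 these were the cell cycle (median -0.46), interferon response (1.95) and cholesterol synthesis (-0.22) sets; without SiO2 replicate 2 the interferon median was -0.16 and the cholesterol median 0.03. The cell cycle set was higher in SiO2 than in nHA (median 0.41, 17 of 18 genes, camera adjusted p 0.000172, fry adjusted p 0.0963), and its median was 0.27 without SiO2 replicate 2. Between WH and nHA, camera alone also called cell cycle, cholesterol synthesis, lysosome, amino acid stress, mesenchymal stromal surface and mineral and phosphate handling genes, with medians of -0.13, -0.06, -0.04, 0.38, -0.21 and -0.24. Single libraries moved most of these: without nHA replicate 1 the cell cycle median was -0.06, the mineral and phosphate handling median -0.07 and the lysosome median -0.07, and without WH replicate 1 the amino acid stress median was 0.25 and the cholesterol median -0.12. The lysosome set did not pass between SiO2 and nHA (median -0.03, 0.02 under quantile normalization), and the osteogenic set passed with neither test (median 0.23, against 0.07 without SiO2 replicate 2 and 0.00026 under quantile normalization). The hypertrophic cartilage set passed with fry alone, between SiO2 and nHA (fry adjusted p 0.0310, camera adjusted p 0.508) and between WH and SiO2 (fry adjusted p 0.0212, camera adjusted p 0.545). Its genes went both ways, with 5 of 9 higher in SiO2 than in nHA and a median of 0.18 (0.04 without SiO2 replicate 2, 0.03 without nHA replicate 2 and 0.32 without nHA replicate 1). The mineral and phosphate handling set passed with fry alone between WH and SiO2 (fry adjusted p 0.0310, camera adjusted p 0.508). The interferon response set was lower in SiO2 than in nHA in all 16 genes (median -1.40, camera adjusted p 0.0444, fry adjusted p 0.599). A single library decided this value: without SiO2 replicate 2 the median was 0.54, and without SiO2 replicate 1 it was -3.62.

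**Figure D3:**
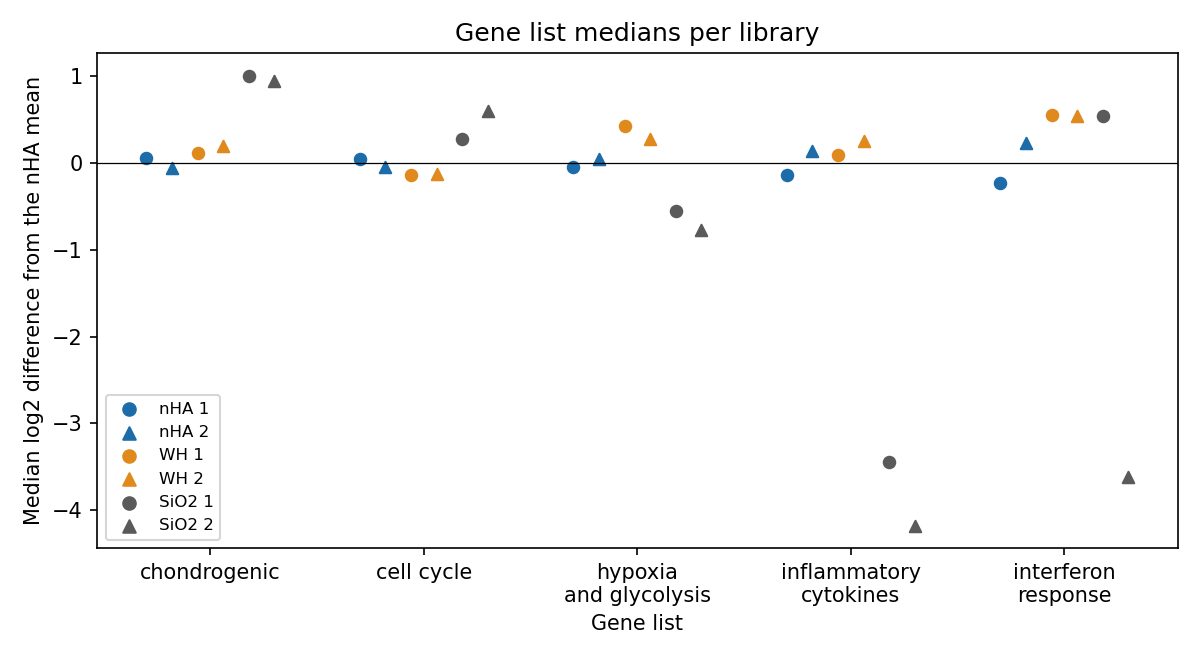
Median log2 difference from the mean of the nHA libraries (vertical axis) for 5 gene lists (horizontal axis), with a point per library. Both SiO2 libraries are low for inflammatory cytokines (-3.45 and -4.18), while for the interferon response SiO2 replicate 1 is at 0.54 and SiO2 replicate 2 at -3.62.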

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

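Across the other pseudocounts, the mean RPKM minimum of 5, the scalings, the moderation settings, voom and the length and GC correction, the counts of genes stayed within 1.5 times the reported ones: from 1351 to 1710 between SiO2 and nHA, from 2429 to 3196 between WH and SiO2, from 1793 to 2434 among the 3 materials, and 0 between WH and nHA. Under these settings 12 to 15 genes of the endochondral list and 14 to 21 gene sets passed. The distance ratio and the correlation of the contrasts sharing nHA were recomputed with a pseudocount of 0.1, the mean RPKM minimum, median-ratio scaling and quantile normalization. The ratio ranged from 1.62 to 1.75 and the correlation from -0.171 to -0.0070. With 1 minus Spearman correlation as the distance, which is on another scale, the ratio was 2.67. voom and the length and GC correction were chosen after seeing the data. The setting without a filter removed and added no gene, since the table was filtered before it was deposited, so it says nothing about stability. The robust setting has no counterpart in camera and was not run for gene sets.

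With only the compared groups in the fit, the counts were 218 between WH and nHA, 849 between SiO2 and nHA and 2045 between WH and SiO2. The fit then has fewer libraries and its own spread. With an added minimum log2 fold change of 1, 493 genes passed between SiO2 and nHA and 706 between WH and SiO2, by construction of the stricter rule. Gene sets past the threshold numbered 13 with fry and 0 with camera and an estimated correlation, against 21 with the preset correlation; the cause was not tested. Counts of genes with a log2 difference of at least 1 rose with a pseudocount of 0.1, from 28 to 132 between WH and nHA and from 549 to 871 between SiO2 and nHA, because a smaller pseudocount shrinks the differences of low genes less. Leaving out 1 library each gave 46 to 59 genes between WH and nHA, 423 to 856 between SiO2 and nHA and 543 to 1111 between WH and SiO2. No test was run on these counts, in which 1 group has a single library and no spread of its own.

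Scaling changed the split of calls more than their number. Of the genes differing between WH and SiO2, 65.5% were higher in WH with the deposited scale, 53.5% with median-ratio scaling (1558 higher, 1353 lower) and 46.8% with quantile normalization. Between SiO2 and nHA, the share higher in SiO2 was 38.0% with the deposited scale and 49.5% with quantile normalization. Quantile normalization moved the median of all genes between WH and SiO2 by -0.10 log2 units.

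The correlations across genes of the differences between replicates were 0.058 for nHA and WH, -0.223 for nHA and SiO2 and 0.017 for WH and SiO2. These values gave no clear pairing by replicate number, but they cannot exclude a shared batch or donor. With the replicate block in the fit, the counts were 0 between WH and nHA, 1108 between SiO2 and nHA, 2307 between WH and SiO2 and 1414 among the 3 materials, with 13 genes of the endochondral list and 19 gene sets. Among the named genes, COL10A1 between WH and SiO2 did not pass in this fit.

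For the named genes, 56 pairs of gene and contrast were recomputed in 5 settings with a test (a pseudocount of 0.1, both scalings, voom and the length and GC correction). Of these 280 values, 267 kept their direction and their side of the threshold, 5 were weaker, 4 stronger and 4 reversed. The replicate block cannot move a fold change in this design and is left out of these counts. Some signs changed: under quantile normalization RUNX2 between WH and nHA went from 0.059 to -0.0035, COL1A1 between SiO2 and nHA from 0.26 to -0.14 and COL1A1 between WH and SiO2 from -0.29 to 0.067, and with the length and GC correction COL1A1 between WH and nHA went from -0.032 to 0.020. None of these had passed the threshold. The cause was not tested. Fits with 1 library left out were not tested. Of their 224 values, 31 moved by more than 1.5 times or changed sign, in 13 pairs of gene and contrast. The sign turned in some of these fits. Between WH and nHA, COL10A1 was -0.084 with all libraries and ranged from -0.25 to 0.079 over the fits. ALPL was 0.067 and ranged from -0.039 to 0.17, and COL1A1 was -0.032 and ranged from -0.12 to 0.058. Between WH and SiO2, RUNX2 was -0.23 and ranged from -0.47 to 0.0085.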

Other observations

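The tests in this part were chosen after the results they bear on were seen, except the count of groupings. The model of the nHA and WH libraries alone and the scalings were among the alternatives fixed beforehand, and only their use as tests here came later.

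Of the 15 ways to part the 6 libraries in 3 pairs, 1 gave as many genes past the F-test threshold as the labelled grouping (2087 genes), namely the labelled one; the next highest gave 1014. With 15 groupings no share under 0.05 can be reached, so the grouping and chance cannot be told apart by this count alone.

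The absence of calls between WH and nHA may come from the spread of the SiO2 pair, which enters the variance shared by all groups. The SiO2 pair had a median gene SD of 0.14 log2 units against 0.089 and 0.093 in the other pairs, and 236 genes differed by 1 log2 unit or more within it, against 45 and 28. In the model of the 4 nHA and WH libraries alone, 218 genes passed. In 20 simulations of those 4 libraries with no difference, the highest number of genes called was 0. Their noise was drawn for each gene independently from the spread that the model fits, so few calls were likely in advance. They cannot show how many genes would be called between cultures whose genes vary together. Among the smallest p in that model, chosen after their values were seen, were ACKR3 (log2 fold change 1.22), AKR1C2 (0.89) and SRXN1 (0.72), all higher in WH, and COLEC12 (-0.99) and PLAU (-0.68), both lower.

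The interferon response list fell by 4.30 log2 units (median of 16 genes) from SiO2 replicate 1 to SiO2 replicate 2, and all 16 genes were lowest in SiO2 replicate 2. The RPKM ratio of replicate 1 to replicate 2 ranged from 3.56 to 68.8. Library depth is argued against by 10000 random lists matched on expression, the lowest of which had a median of -0.17. The fall was -4.32 after removal of the length and GC trend. Mixing of nHA-like RNA into replicate 1 is argued against too, since the list would need a median of 159% nHA RNA, which exceeds the whole, against 3.82% for the inflammatory list. A swap with an nHA or WH library is argued against by the distance of SiO2 replicate 2 to SiO2 replicate 1, 45.3, against 66.7 to the nearest other library. What stays open is whether the library came from a culture outside the 3 groups, such as another donor, batch or material. Its differences from separate nHA and WH libraries had a correlation across genes of 0.720 with those of SiO2 replicate 1, which an outside library could share, so these cannot be told apart with 2 libraries. A difference in interferon signalling between the cultures, which the design does not name, was not tested.

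SiO2 replicate 2 also lay farther from nHA more generally. Of the 1577 genes called between SiO2 and nHA, 74.3% were farther from nHA in replicate 2 than in replicate 1 (76.5% of those higher and 72.9% of those lower in SiO2), against 60.5% of genes not called. These shares describe the pattern and do not test a cause, so a response of unequal extent in the 2 cultures and a library from outside the 3 groups cannot be told apart. The explanation by nHA-like RNA in replicate 1 needs the same share for every list. The shares of 3 lists were set against that of the inflammatory list, whose genes needed at most 20.1%. The lowest gene of the endoplasmic reticulum chaperone list needed 28.0%, so a single share does not explain both. The heat shock list alone would not have decided this: its quartiles were 8.60% and 19.1%, which overlap those of the inflammatory list (1.59% and 10.2%).

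The fall of the inflammatory list in SiO2 may reflect a change in the stromal cells or in a minor cell type. Myeloid cells in the nHA cultures are argued against, though only weakly, by a list of myeloid genes, of which 6 of 16 were listed. Their median log2 fold change of SiO2 vs nHA was -0.30. It was 0.02 without SiO2 replicate 2 and -0.59 without SiO2 replicate 1. The lowest of them was at -0.86, while the highest gene of the inflammatory list was at -1.33. The most abundant, CD68, was at 122 and 142 RPKM in nHA and at 142 and 87.8 in SiO2. CD14 is also a member of the blood lineage list, and CD68 and CTSS are lysosomal genes that stromal cells express too. The inflammatory median was -3.65 after removal of the length and GC trend. An effect of the material on the cells stays open as a hypothesis, and whether nHA raises or SiO2 lowers these genes was not analysed here, as no untreated culture was.

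Heat shock genes, a list chosen after the data were seen, were lower in SiO2 than in nHA (median -1.72) and higher in WH than in nHA (median 0.51), where 14 of 15 genes had both WH libraries above both nHA libraries. The medians were 0.67 for WH replicate 1 and 0.36 for WH replicate 2. With camera the difference between WH and nHA passed (adjusted p 1.7e-06) but with fry it did not (adjusted p 0.219). The WH vs nHA median was 0.50 after removal of the length and GC trend, and 0.47 and 0.52 with median-ratio and quantile scaling, so these do not account for it. HSPA1A and HSPA1B are near-identical, so the reads of each are uncertain. The endoplasmic reticulum chaperone list was lower in SiO2 than in nHA (median -1.31, -0.79 without SiO2 replicate 2), and the contractile list was higher (median 0.82, 10 of 10 genes). Both passed with camera (adjusted p 7.39e-08 and 1.48e-08) and neither with fry (adjusted p 0.136 and 0.0522). With fry the heat shock list passed between SiO2 and nHA and between WH and SiO2, and the contractile list between WH and SiO2 (adjusted p 0.0296 each). With camera and an estimated correlation, none of these lists passed in any contrast (adjusted p 0.361 or higher). A stress response that differs between materials is a candidate explanation, which these 6 libraries cannot separate from a difference in handling at harvest.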
